A study of Mus musculus with 2 samples.

How the data were processed

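Total RNA of the heart of aged male mice was sequenced. The mice were B6CASTF1/J, the first-generation cross of the C57BL/6J and CAST/EiJ strains, aged 18 to 20 months per the labels. The labels list 2 libraries, called biological replicates 1 and 2, each from 300 ng of RNA with ERCC spike-ins (synthetic RNAs added at known amounts) and a stranded, ribosomal RNA-reduced preparation. Both libraries form 1 group, so no comparison between conditions could be made. The libraries carry different sample identifiers but the same donor identifier. Any p-value therefore measures only the difference between these samples, which may be technical in part.

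Each library had a gene table and 2 transcript tables. The gene table and the first transcript table held expected counts and TPM (length-scaled transcript abundance that sums to a fixed total) as deposited, made from alignments to the transcriptome per the deposited file list. The second transcript table held estimated counts and TPM as deposited. The build was mm10 and the annotation GENCODE M21 per that list. The names and versions of the quantification tools were not given in the sources used here. In the first table the deposited effective length was 99 bases under the transcript length, as for reads of 100 bases counted singly. In the second table it was shorter by 309 bases in replicate 1 and 323 in replicate 2 for long transcripts, so the tables treated short transcripts differently. No allele-specific values were used here, and reads of the CAST/EiJ allele were quantified against the reference annotation as well.

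The gene table listed 55536 annotated genes, and 55536 identifiers matched the GENCODE M21 annotation. It also listed 96 spike-ins, a phage phiX entry with 0 counts, and 26248 entries named only by number. The numbered entries held 1.94 expected counts in replicate 1 and 1 in replicate 2. Spike-ins, phiX and numbered entries were left out of library sizes and tests. The second table was summed per gene and lacked 86 of the genes.

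Expected counts were rounded to whole numbers for edgeR 4.0.16 in R 4.3.3. Log2 ratios are replicate 2 over replicate 1, with TMM-scaled library sizes and a prior count of 2. The common dispersion was estimated by edgeR with an intercept only, after its expression filter at a minimum count of 10, and is given as the biological coefficient of variation. TMM set the log2 library size of replicate 2 over replicate 1 at -0.14, total counts at -0.06 and the summed spike-in counts at -0.23, so neither of the others moved the ratios by 0.1 or more from TMM. Genes with a mean TPM of at least 1 were compared by an exact conditional binomial test, two-sided, on rounded counts with Benjamini-Hochberg adjustment at 0.05. That test compares the libraries and not conditions. Correlations across genes used log2(TPM + 1), and genes are not independent replicates, so no p-value is given. Shares of counts and log2 ratios have 95% exact Clopper-Pearson intervals, and a count of 0 allows up to 3 counts; intervals and floors cover counting error only.

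Before the data were examined, 53 gene lists, 29 gene pairs and 40 genes for isoform shares were fixed. For each list, the median log2 ratio of members with a mean TPM of at least 1 was set against 10000 random lists of the same size, matched on mean expression in 20 bins. Lists with fewer than 3 such members had no percentile. Random lists hold genes that are not regulated together, so real lists fall outside them more often than chance draws would, and a place outside their central 95% is a description of these libraries with no p-value. Nuclear copies of mitochondrial genes were pseudogenes of which at least 50% of the 100-base stretches occurred in mitochondrial transcripts.

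Named genes followed a rule fixed before the data were examined. The rule took the 20 nuclear protein-coding genes of highest mean TPM, up to 6 members of each list with the highest mean TPM, and list members under 1 TPM quoted as not detected. It took both members of each pair, the leading transcripts of the isoform genes and the 10 nuclear non-coding genes of highest mean TPM. From the ratios it took the 15 largest in each direction among protein-coding genes with a mean TPM of at least 5. For the comparison of the tables it took the 10 largest differences each way, seen in both libraries, at a mean TPM of at least 10. Some genes within the rule are not reported here. Other genes are said to be chosen after their values were seen.

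The methods were tested on simulated data. With 200 genes changed among 12189, 96.6% of those changed by 1.5 on the log2 scale and 100% of those changed by 2 were recovered, and 31 unchanged genes passed the 2-fold threshold. A simulated coefficient of variation of 10% was recovered as 10.02% with no gene changed and as 14.3% with the 200 changed genes, so genes that differ between libraries raise this estimate. For lists of 20 genes among 12189 genes, a shift of 0.5 was recovered in 100% of 100 lists. Of 100 unshifted lists, 13% fell outside the central 95%. A larger check of 2000 unshifted lists, run because of that value, gave 4.75%.

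Alternatives fixed before the data were examined were other scalings (median-of-ratios factors of DESeq2 1.42.0, total counts, summed spike-in counts), other thresholds, pseudocounts and filters, the second table, counts in place of TPM for pair shares, and leaving out each replicate. A fit of the log2 ratio on GC content and transcript length, which took 2.77% of the variance over 12180 genes, and a count restricted to genes that differed in both tables were added after seeing the data. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.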

Results

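Heart RNA of aged male B6CASTF1/J mice was measured in 2 libraries of 1 group, replicates 1 and 2. No purpose beyond profiling the tissue was stated in the labels, so the comparison made was between the replicates, beside the levels of the transcripts in both. The gene tables summed to 39053830 expected counts in replicate 1 and 37447840 in replicate 2. Values are TPM of the gene table, given as mean ± SD of the 2 libraries (n = 2), unless stated. Coordinates are those of GENCODE M21 on mm10.

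The most abundant transcripts of nuclear protein-coding genes encoded the contractile and oxygen-handling machinery of heart muscle. Myl2, the ventricular regulatory myosin light chain, reached 8983 ± 872 TPM, Mb (myoglobin) 8133 ± 904, and Myh6, the alpha myosin heavy chain, 7453 ± 1565. They were followed by Actc1 (cardiac actin) at 4925 ± 469, Myl3 (ventricular essential light chain) at 4597 ± 729 and Atp2a2 (the SERCA2 calcium pump) at 4556 ± 557. The thin-filament genes Tpm1, Tnni3 and Tnnt2 stood at 4283 ± 475, 4056 ± 778 and 3978 ± 337. The levels and order of these genes depended on the quantification. In the second table Myl2 was at 20230 and 17821 TPM in replicates 1 and 2, and Myh6 at 7774 and 5255. Tnni3, at 8424 and 5307, and Tnnt2, at 7792 and 7117, stood above Myh6 there. The beta-globin Hbb-bs stood at 3319.7 ± 1099 and the alpha-globins Hba-a2 and Hba-a1 at 2677 ± 1022 and 2599 ± 472. The globin genes share reads with near-identical copies, so the split among them is uncertain. The other members of the 20 most abundant were Atp5b, Pln, Fabp3, Tnnc1, Gapdh, Slc25a4, Cox4i1 and Cox6b1. Those 20 genes held 20.03% ± 0.902 of nuclear protein-coding TPM, and the first 100 held 36.7% ± 0.991. In both libraries 10882 of 22015 nuclear protein-coding genes reached 1 TPM.

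RNA of the mitochondrial chromosome took 31.7% ± 3.59 of the counts. Mitochondrial rRNA made up 18.7% in replicate 1 (95% interval 18.72 to 18.74) and 19.9% in replicate 2 (19.86 to 19.89). The 13 mitochondrial mRNAs made up 10.4% in replicate 1 (10.43 to 10.45) and 14.4% in replicate 2 (14.35 to 14.38), so the intervals of the libraries did not overlap. Nuclear protein-coding genes held 59.5% ± 3.76 of the counts, or 24279294 and 21291485 counts. A further 3.63% ± 0.658 was assigned to 7 nuclear pseudogenes that copy mitochondrial genes. The 10 genes with the most counts together took 36.004% ± 1.33.

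Among the gene lists, sarcomere genes held 12.3% ± 0.361 of nuclear protein-coding TPM, with 23 of 23 members at 1 TPM or more in both libraries. Nuclear oxidative phosphorylation genes, 32 of 32 detected by that measure, held 7.13% ± 0.2105, led by the ATP synthase subunit Atp5b at 3262 ± 624 and the cytochrome oxidase subunit Cox4i1 at 1739.9 ± 262. Fatty acid oxidation genes, 28 of 28 detected, held 3.17% ± 0.247. Among them Fabp3, the fatty acid binding protein of muscle, reached 2449.6 ± 158, Lpl (lipoprotein lipase) 1354 ± 18.4, Hadhb (trifunctional enzyme) 1007 ± 126 and Cd36 (fatty acid uptake) 732 ± 70.9. Calcium handling genes held 2.38% ± 0.0818, glycolysis genes 2.104% ± 0.0826 and tricarboxylic acid cycle genes 1.89% ± 0.00391. Of the calcium handling genes, Fkbp1b alone was under 1 TPM in both libraries, at 0.28 ± 0.0283. Heat shock genes held 1.16% ± 0.00753, led by the small chaperone Cryab at 1324 ± 51.03, and cytosolic ribosomal protein genes 1.06% ± 0.0584. Proliferation genes were low, with 5 of 18 detected and a median of 0.555 TPM, led by Pcna (the DNA replication clamp) at 15.1 ± 2.48.

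In each of 29 gene pairs the gene listed first was the larger member. Its share of the summed TPM exceeded 90% in 21 pairs. Myh6 made up 90.8% ± 1.71 of Myh6 plus Myh7, the beta myosin heavy chain, which itself stood at 741 ± 4.77 TPM. The Myh6 share was 82.8% in the second table and 94.9% with counts in place of TPM. The genes lie next to each other, Myh6 on chromosome 14 from 54941921 to 54966927 and Myh7 on chromosome 14 from 54970684 to 54994626. The share of cardiac troponin Tnni3 over Tnni1 was 99.99% ± 0.00215, that of Atp2a2 over the fast-muscle pump Atp2a1 99.99% ± 0.000606, and that of Actc1 over skeletal actin Acta1 95.96% ± 1.27. Ventricular Myl2 made up 97.8% ± 0.387 of its pair with atrial Myl7. Some metabolic pairs were less one-sided, with Ldhb (lactate dehydrogenase B) at 81.2% ± 1.63 against Ldha, Cox7a1 at 75.96% ± 0.522 against Cox7a2, and Pygm (muscle glycogen phosphorylase) at 69.4% ± 1.82 against Pygb. The natriuretic peptides Nppa and Nppb had the widest spread, with an Nppa share of 86.03% in replicate 1 and 72.7% in replicate 2.

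**Figure D1:**
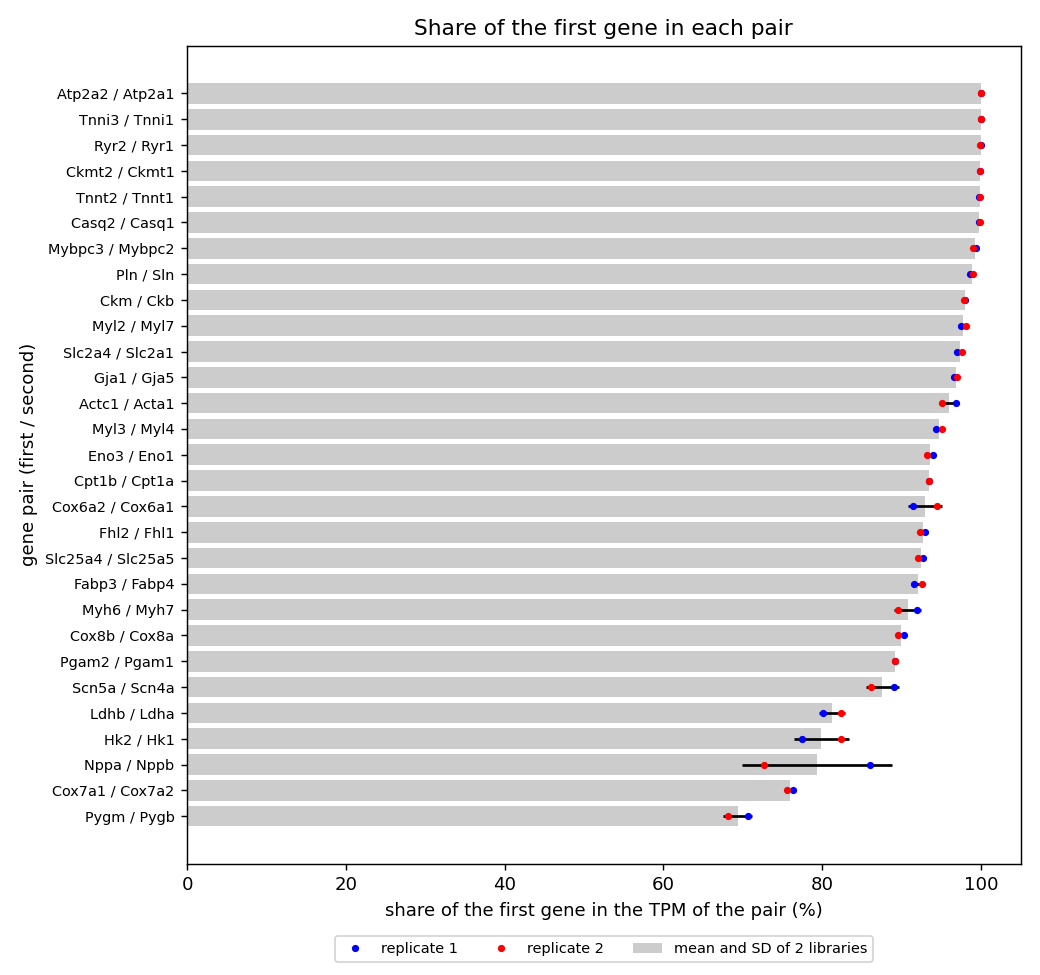
Share of the first gene in the summed TPM of each of 29 gene pairs, in percent. Bars give the mean of the 2 libraries, lines the SD, and blue and red points replicates 1 and 2; each bar lies above 50%, from 69.4% for Pygm against Pygb upward.

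Among markers of other cell types, erythroid genes held 2.32% ± 0.464 of nuclear protein-coding TPM, led by the globins; the values are transcript levels and not shares of cells. Endothelial markers were detected in 16 of 16 genes with a median of 33.6 TPM, led by Fabp4 at 211 ± 6.35 and the water channel Aqp1 at 144 ± 25.5. Fibroblast markers were detected in 14 of 15, led by Gsn (gelsolin) at 267 ± 45.4 and the proteoglycan Dcn at 137 ± 2.8001. Pericyte markers were detected in 10 of 10, led by Rgs5 at 117 ± 7.495. Macrophage and monocyte markers were detected in 13 of 17, led by Lyz2 (lysozyme) at 51.1 ± 10.2 and the complement gene C1qa at 19.03 ± 4.55. None of 11 neutrophil, 15 T and NK cell, 7 mast cell or 8 thymus markers reached 1 TPM in both libraries. Of 11 liver genes, Trf and Ahsg did, and of 12 lung epithelium genes, Hopx alone did, at 165 ± 18.4. The Y-linked genes Ddx3y and Eif2s3y were at 23.2 ± 1.07 and 22.4 ± 1.52 TPM and the X-inactivation transcript Xist at 0.02 ± 0.0141 beside a label of male sex.

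Genes of the stress and ageing lists ranged widely in level. In the hypertrophy list 14 of 17 genes were detected, led by Myh7, the natriuretic peptide Nppa at 592 ± 250.3, the muscle stress protein Ankrd1 at 391 ± 63.8 and the small heat shock protein Hspb1 at 221 ± 85.6. In the senescence list 8 of 18 were detected, led by Igfbp7 at 61.8 ± 12.7 and the chemokine Cxcl12 at 37.1 ± 1.08. The cell cycle inhibitor Cdkn2a was at 0.105 ± 0.0212 and the cytokine Il6 at 0.03 ± 0.0424, both under 1 TPM. Matrix genes were detected in 22 of 26, led by Dcn, Sparc at 109 ± 21.1 and the basement membrane collagen Col4a1 at 95.5 ± 21.3. Circadian clock genes were detected in 17 of 18, with Tef at 28.6 ± 1.99 and Nr1d1 at 21.7 ± 0.184, both transcription factors of the clock or its output.

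For 40 genes with known isoforms, the leading transcript held over 50% of the gene's TPM in 20 genes. The same transcript led in the first and the second table for 28 genes. Ttn-201, an annotated transcript of titin with 81843 bases, held 35.4% ± 4.01 of Ttn in the first table and 39.7% ± 4.43 in the second. Mybpc3-203, of cardiac myosin binding protein C, held 99.3% ± 0.0287 and 99.2% ± 0.0666, and Ryr2-201, of the calcium release channel, 86.4% ± 0.403 and 89.2% ± 1.098. Tpm1-205, of alpha-tropomyosin, held 97.3% ± 0.175 in the first table and 75.4% ± 4.37 in the second. For Tnnt2 the tables differed in the leading transcript, since Tnnt2-211 held 66.1% ± 2.28 in the first table and Tnnt2-214 led the second with 38.7%. For the pyruvate kinase gene Pkm, Pkm-202 held 53.6% ± 1.504 and Pkm-201, chosen after its value was seen, 45.5%. In 3 genes, Cacna1c, Nebl and Lmo7, the leading transcript of the first table was annotated as non-coding. These transcripts, of 954, 436 and 664 bases, held 32.4%, 30.1% and 24.3% of the TPM of their genes. In the second table Nebl kept its leading transcript, while Cacna1c-212 and Lmo7-209, of 7507 and 3845 bases, led with 31.7% and 28.98%.

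Short abundant species and mitochondrial copies led the non-coding RNA of nuclear genes. The mitochondrial rRNAs mt-Rnr2 and mt-Rnr1 stood higher, at means of 119571 and 73144 TPM. Rn7s1 and Rn7s2, the 7SL RNA of the signal recognition particle, each stood at 59282 ± 4125 TPM with equal values, so their reads were not told apart. Rn7sk, which restrains transcription elongation, was at 12531 ± 404, and Rpph1, the RNA of ribonuclease P, at 2074 ± 236. The pseudogenes Gm28661, Gm29216, Gm10925 and Gm28437 on chromosome 1, copies of mitochondrial genes, had means between 11171 and 36594 TPM. The non-coding gene Gm26917, on chromosome 17 from 39843013 to 39846341, was at 5584 ± 1723, and the pseudogene Gm12338 at 1387 ± 261. In the second table Rn7s1 was at 8.43 and 0.248 TPM and Rpph1 at 2324 and 3.16. Gm10925 was at 11.4 and 0.0362 TPM there, Gm29216 at 10.4 and 9949, Rn7sk at 137 and 5.08, and Gm12338 at 0 in both. Other entries stayed high there, with Gm28661 at 40578 and 49106 TPM, Gm28437 at 25679 and 32223, and Gm26917 at 7039 and 4798. The levels of several of these RNAs thus depended on the quantification.

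Between the replicates, 65 genes were at least 2-fold higher and 138 at least 2-fold lower in replicate 2, among 12189 genes with a mean of at least 1 TPM. Without the filter on TPM 1273 were higher and 737 lower. The genes so added have low counts, where the ratio with its prior count is not symmetric between the libraries. No change of direction is therefore read from those numbers. Angptl4 and Ucp3 were on the higher side, and Bmp10, Hspa1b, Cfd and H2-K1 on the lower side. Of the 2-fold differences, 58 and 118 also exceeded counting error in the exact binomial test with Benjamini-Hochberg adjustment. Without the 2-fold requirement 1302 genes were higher and 1943 lower by that test, so the libraries differed by more than sampling noise. The second table gave a 2-fold difference in the same direction for 103 of the 202 genes with a value there, 35 higher and 68 lower. Of 7309 nuclear protein-coding genes with a mean of at least 5 TPM, 98.3% differed by less than 1.5-fold. Across 55536 genes Pearson's r of log2(TPM + 1) was 0.994 and Spearman's rho 0.928. The biological coefficient of variation was 11.1% over 14734 genes by edgeR.

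Angptl4, a secreted inhibitor of lipoprotein lipase, had the highest ratio among these 7309 genes, at 2.2 against 9.79 TPM in replicates 1 and 2, or 4.802-fold (log2 ratio 2.26, 95% interval 2.01 to 2.56). It is listed as ENSMUSG00000002289.16 on chromosome 17 from 33773750 to 33781830. Amy1, an amylase, was 2.97-fold higher (3.1 against 8.75 TPM). Abat (a GABA-degrading enzyme), Ucp3 (mitochondrial uncoupling protein 3), Rrad (a calcium channel inhibitor), Txnip (a thioredoxin inhibitor) and Lgals4 (a galectin) were between 2.09-fold and 2.56-fold higher. For Lgals4 the log2 ratio was under 1 with total-count scaling, at 0.98, and in the second table, at 0.92. Rasl11b, Scn4b (a sodium channel subunit) and Gm20431 had log2 ratios of 0.94, 0.90 and 0.92, under the 2-fold threshold. AL731706.2, Fam220a and Srp54b were also among the 15 highest ratios and are uncertain. AL731706.2 was at 0 TPM in the second table, Fam220a had a log2 ratio of 0.67 there, and Srp54b had a count ratio of 2.25-fold but nearly equal TPM of 15.2 and 15.04, beside 0.6696 and 5.304 TPM and a log2 ratio of 3.83 in the second table.

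Bmp10, a growth factor made by atrial muscle, had the lowest ratio, at 18.5 against 1.55 TPM in replicates 1 and 2 (log2 ratio -3.44, 95% interval -3.67 to -3.25). It is listed as ENSMUSG00000030046.6 on chromosome 6 from 87428994 to 87437677, and the atrial list as a whole had a median of -0.41. The inducible heat shock genes Hspa1b and Hspa1a had log2 ratios of -3.23 and -2.52; they are near-identical copies, so the split between them is uncertain. Cfd (adipsin, a complement factor of fat cells), Fasn (fatty acid synthase) and Car3 (carbonic anhydrase 3) had -2.76, -2.33 and -2.02, beside a median of -1.76 for the white adipocyte list. The class I histocompatibility genes H2-Q6, H2-K1 and H2-Q4 had -2.63, -1.40 and -1.36; they belong to a polymorphic family of similar sequences, and their split is uncertain. Rgcc (a cell cycle regulator), Sik1 (a salt-inducible kinase), Cebpb (a transcription factor) and Ddit4 (an inhibitor of mTOR) had -1.61, -1.36, -1.23 and -1.23. Gm21887 had -1.41, and Gm20390 had -2.09 in the first table and -0.33 in the second.

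**Figure D2:**
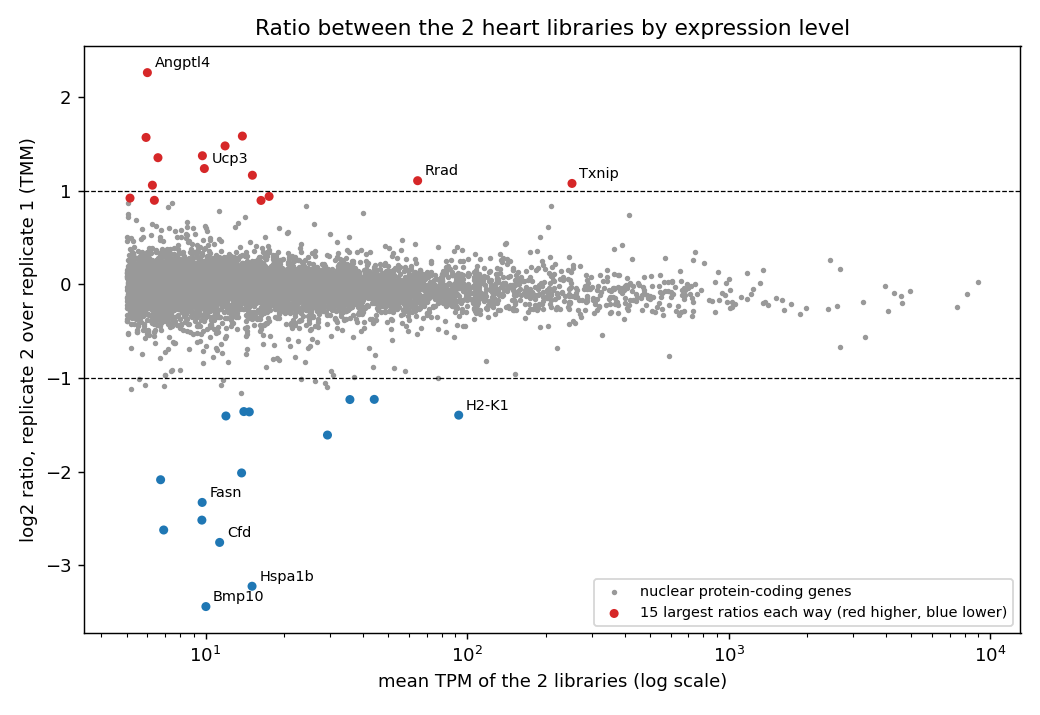
Log2 ratio of replicate 2 over replicate 1 against mean TPM (log axis) for 7309 nuclear protein-coding genes with a mean of at least 5 TPM. Red and blue points are the 15 largest ratios in each direction and dashed lines mark 2-fold; Bmp10 at -3.44 and Angptl4 at 2.26 are the extremes.

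Of 48 lists with a percentile, 17 had a median ratio below the central 95% of matched random lists and 3 above it. White adipocyte markers stood furthest out, with 8 of 10 tested members lower in replicate 2 and a median of -1.76, where random lists lay between -0.16 and 0.12. At a mean of at least 5 TPM the list kept 4 members, 2 of them lower, and a median of -0.97, still below its random lists. Cfd, Adipoq (the hormone adiponectin, log2 ratio -2.11) and Car3 were among the lower members, while Fabp4 and Plin4, abundant in this tissue at 211 ± 6.35 and 46.8 ± 1.25 TPM, had 0.09 and 0.07. Atrial muscle genes had a median of -0.41, with Nppa at -0.76 and the atrial light chains Myl7 and Myl4 at -0.44 and -0.41. MHC class II genes, which present antigen, were lower in 6 of 6, with a median of -0.62 and Cd74 (the invariant chain) at -0.75. Heat shock genes had a median of -0.27 and went both ways, from Hspa1b at -3.23 to the small chaperone Hspb6 at 0.38. Immediate-early genes had a median of -0.29, lower in 14 of 19, with the transcription factor Klf6 at -0.60. In the interferon list 12 of 16 were lower with a median of -0.16, Ifi27l2a and Bst2 (an antiviral tether) standing at -1.16 and -1.02.

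Other lists were lower as well, each by less than the white adipocyte markers. Medians were -0.37 for erythroid genes, with Hbb-bs at -0.56, -0.44 for 4 platelet genes, -0.25 for macrophage, -0.24 for matrix and -0.20 for ribosomal protein genes. Housekeeping genes also had a median of -0.21, with Gapdh at -0.26 and Actb at -0.22, so lists with no shared function in one pathway lay outside the random lists as well. Liver genes had a median of -1.32 over 3 genes, Trf (transferrin), Ahsg and Cyp2e1, of which Ahsg and Cyp2e1 stood at 2.33 ± 1.48 and 1.67 ± 1.07 TPM. Without the filter on TPM the liver median was -0.17, inside its random lists. Ion channel, nuclear oxidative phosphorylation, hypoxia and replication histone genes had medians of -0.12, -0.14, -0.16 and -0.22, and returned inside the random lists in 1 to 3 of 7 alternatives. The other scalings among those alternatives could hardly change the place of a list, since its random lists moved with it. Lists on the high side were the mitochondrial mRNAs with a median of 0.58, the hypertrophy genes with 0.17 and the fatty acid oxidation genes with 0.04. The hypertrophy genes went both ways, with skeletal actin Acta1 at 0.62, Nppb at 0.45 and Ankrd1 at 0.42 against Nppa at -0.76. With total-count scaling the median of the fatty acid oxidation genes changed sign, to -0.04, and stayed above its random lists.

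**Figure D3:**
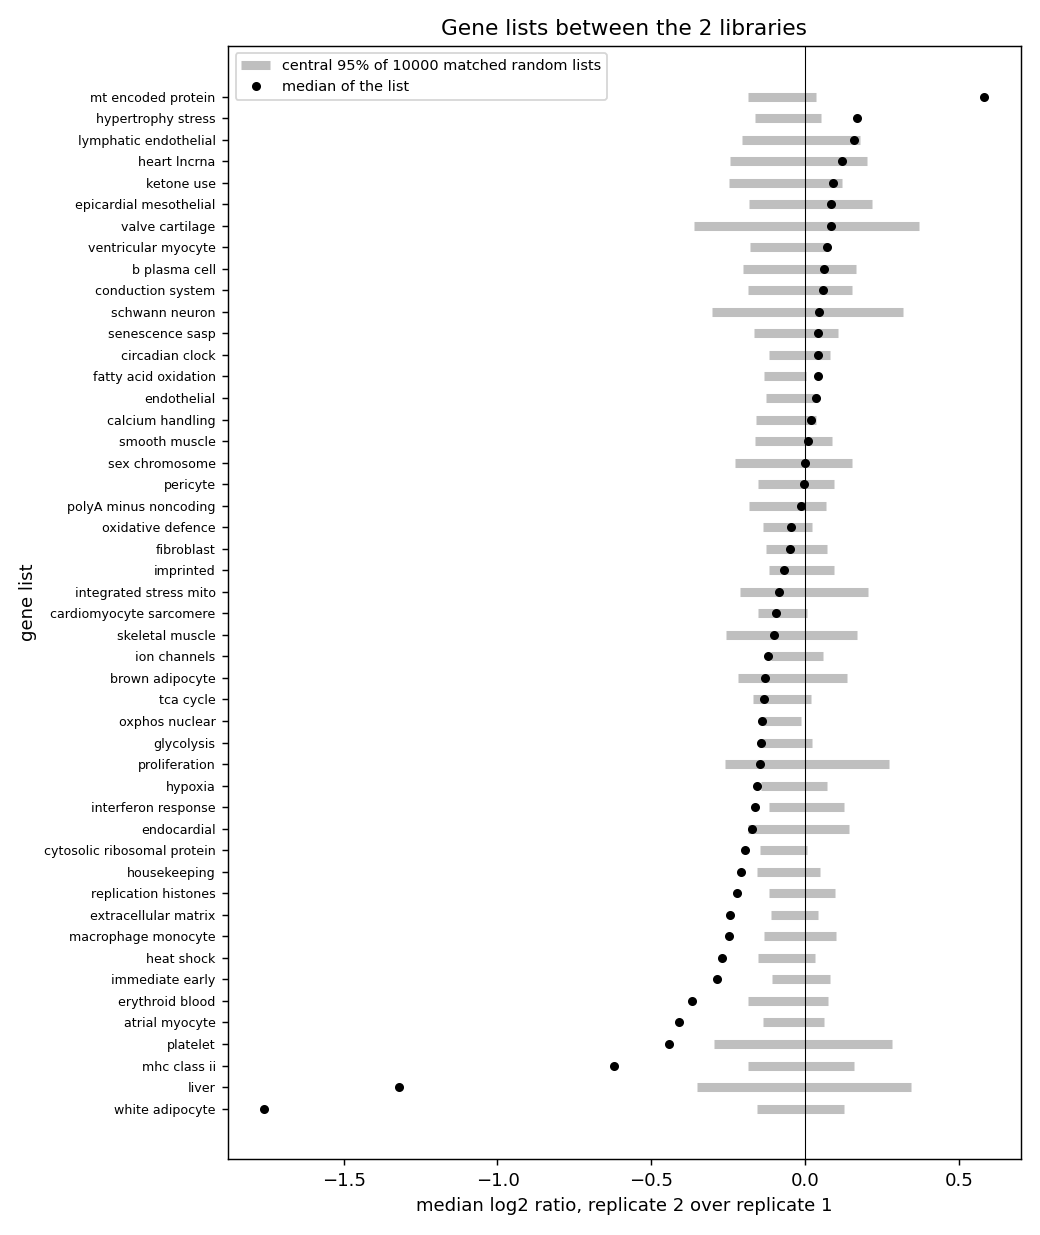
Median log2 ratio of replicate 2 over replicate 1 for 48 gene lists (points), with the central 95% of 10000 random lists matched on mean expression (grey bars). White adipocyte markers lie lowest at -1.76 and mitochondrial mRNAs highest at 0.58; with total-count scaling the sign of the fatty acid oxidation median flips.

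Mitochondrial mRNAs, which encode subunits of the respiratory chain, were higher in replicate 2 in 12 of 13 genes. In the second table a smaller number, 10 of 12, were higher, and mt-Nd4l, chosen after its values were seen, stood at 4509 and 271 TPM there against 8012 and 11802 in the first. The ratio in the first table was 0.38 for mt-Co1, 0.58 for mt-Cytb and 0.79 for mt-Atp6. Singled out after their values were seen, mt-Nd2 and mt-Nd5 had 0.81 and 0.78, mt-Nd6, the mRNA encoded on the other strand, had -0.12, and the rRNAs mt-Rnr1 and mt-Rnr2 had 0.34 and 0.10. The cytochrome oxidase gene mt-Co2, also singled out afterwards, on chromosome M from 7013 to 7696, was listed at 475 and 509 TPM, against 35808 and 42699 for mt-Co1. In the second table mt-Co2 was at 3045 and 3353 TPM, and the short mt-Atp8 was at 0 against 5467 and 7458 in the first. The genes mt-Co2, mt-Atp6 and mt-Co3 each shared over 99% of their 100-base stretches with a pseudogene on chromosome 1, so their levels are uncertain.

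**Figure D4:**
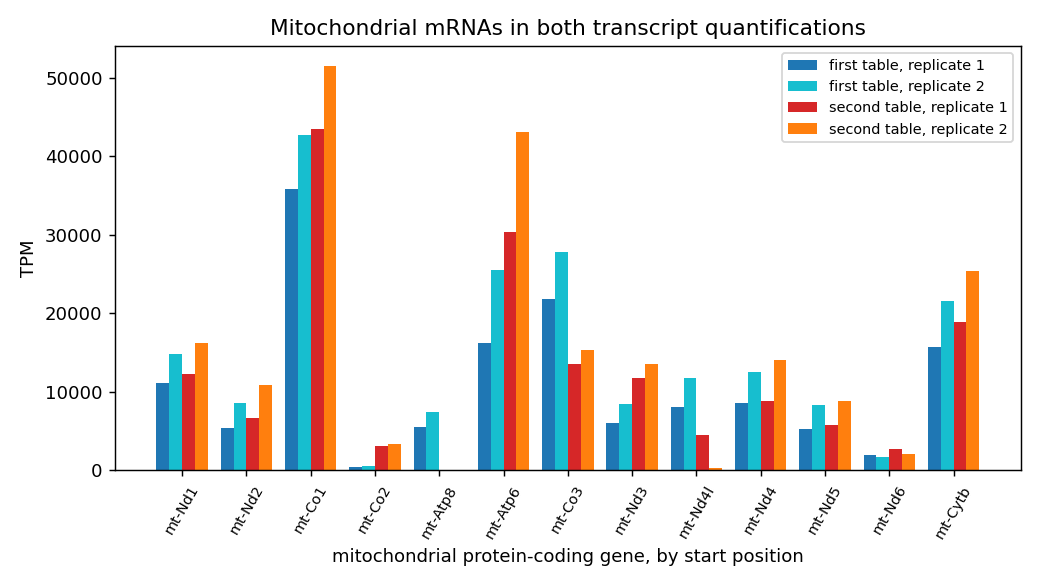
TPM of the 13 mitochondrial protein-coding genes, ordered by start position, for replicates 1 and 2 in the first table (blue shades) and the second (red and orange). The bars of mt-Co2 are the lowest in the first table, and mt-Atp8 is at 0 in the second.

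Across 21938 nuclear protein-coding genes the first and second tables had a Pearson's r of 0.991 in replicate 1 and 0.9898 in replicate 2 on the log2(TPM + 1) scale. Of 5490 genes with a mean of at least 10 TPM in either table, 39 were at least 2-fold higher and 45 at least 2-fold lower in the second table in both libraries. Of genes under 500 bases 24.2% were at least 2-fold apart, against 0.534% of those of 2000 bases or more. The ribosomal protein copy Rpl10-ps3, Snurf and the histone gene Hist2h2aa2 were at 0 in the second table in both libraries, and Usp50 and the entry ENSMUSG00000116207.1 of Nnt (a mitochondrial transhydrogenase) were at 0 in the first. Of 96 spike-ins, 67 had counts in both libraries. They took 0.5002% of counts in replicate 1 and 0.444% in replicate 2, and the log2 counts of 43 spike-ins correlated with r = 0.998. Per spike-in count, replicate 2 held 1.13 times as many gene counts as replicate 1.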

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

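The tests with a fit on GC content and length and the count restricted to both tables were chosen after the results were seen; the other alternatives were fixed before the data were examined. Detected genes were 11057 to 11132 with 1 replicate left out and 7024 at 5 TPM, a stricter threshold. Pearson's r was 0.989 with a pseudocount of 0.1 and 0.984 over genes of at least 1 TPM, and Spearman's rho was 0.979 over those genes and 0.91998 in the second table. The coefficient of variation was 11.2% with median-of-ratios factors, 12.1% with total counts, 12.03% without a filter and 12.2% in the second table; the cause was not tested. Genes at least 2-fold higher and lower in replicate 2 numbered 1273 and 737 without a filter, which adds genes of low counts, 20 and 49 at 5 TPM, and 35 and 68 when both tables had to differ. They numbered 56 and 168 with total counts and 83 and 116 with spike-ins. At 1.5-fold in place of 2-fold they numbered 265 and 351. The nuclear protein-coding share was 87.7% without spike-ins and mitochondrial genes, by construction. At a minimum of 5 TPM, 11 lists were low and 5 high. Of the 17 low lists 12 were low in each setting that gave a value, and the 3 high lists were high in each of 7. The scaling settings among these move a list and its random lists together, so they could hardly change its place. The fatty acid oxidation list stood at percentile 99.9 with median-of-ratios, total-count and spike-in scaling alike. The fatty acid oxidation median was -0.0368 with total-count scaling, which shifted its random lists by the same amount. Of the 30 named ratios, 4 dropped under 2-fold and 1 passed it in the second table, 1 dropped under it with total counts, and 2 passed it with spike-ins. Each of the 29 pairs kept its larger member at over 50% in each setting run, though the share moved by more than 1 SD in 17 pairs in the second table and in 18 with counts. Isoform shares moved by more than 1 SD in 35 of 40 genes in the second table; the cause was not tested. With 1 group of 2 libraries, the spread between animals was not separated from technical spread. No paired analysis was possible because the series has 1 group.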

Other observations

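The patterns in this part were noticed in the data first, and the tests were chosen only after those results were seen. The gene lists kept aside for the tests were drawn up before the values of their genes were looked at, and the bounds of the tests given here were set before their outcomes, except the comparison of the adipocyte genes with the TPM lost, which was added after.

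Genes known to respond to glucocorticoid hormone were lower in replicate 2. Of 10 such genes kept aside with at least 1 TPM, 9 of 10 were lower, with a median log2 ratio of -0.67, where random lists lay between -0.14 and 0.09. Tsc22d3 (the leucine zipper protein GILZ) had -0.93, Errfi1 -0.92, the kinase gene Sgk1 -0.83, Fkbp5 (a co-chaperone of the receptor) -0.80 and Klf15 -0.78, while Zbtb16 had 0.03. These genes, and the others of the lists kept aside, were chosen after the patterns were seen. No bound was set for this list, so its values are given without an explanation. Within the heat shock list, Hsph1, Dnaja1 and Hsp90aa1, inducible chaperone genes singled out after their values were seen, had -0.99, -0.89 and -0.82 beside the larger differences of Hspa1b and Hspa1a. The clock gene Per1, singled out likewise, had -1.07, while the clock list had a median of 0.04.

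Class I antigen presentation genes kept aside were lower in 10 of 10, with a median of -0.43. H2-T23 had -0.89, the immunoproteasome gene Psmb8 -0.68 and the peptide transporter gene Tap2 -0.36. Lipid synthesis genes kept aside had a median of -0.06 over 9 genes, inside the random range of -0.15 to 0.11, with Acaca (acetyl-CoA carboxylase) at -0.92, Scd1 at -0.71 and Acly at -0.64 among 5 of 9 lower, and Fads1 (a desaturase) at 0.16 and Srebf1 at 0.13 among the 4 higher. The other 2 genes of that list, with under 1 TPM and so not in its median, were lower as well, Pnpla3 at -1.78 (95% interval -3.21 to -0.91) and Elovl6 at -0.91 (-1.91 to -0.12). Bmp10 differed from the median of -0.43 of the atrial genes Myl7, Myl4, Sln and Nppa by -3.02 on the log2 scale.

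White adipocyte markers were lower in replicate 2, with Retn (resistin, chosen after its value was seen) at -4.00 and Adipoq at -2.11, and after a fit on GC content and transcript length the list median was -1.72, which argues against those properties as the whole cause. Less adipose tissue in that sample was tested on 8 of 12 other adipocyte genes, and their median was -0.0302 (SD 0.399, from Bscl2 at -0.37 to Aqp7 at 0.62), which missed the bound of under -0.5 set beforehand. Had each of them lost 2.94 TPM, the median difference of the lower members of the fixed list, their median would have been -0.47. That value takes the replicate 2 TPM as what was left, without the scaling of the ratios. It also assumes the same loss in unlike genes, with a size taken only from members that fell. Its place beside the bound therefore decides nothing. The median seen is a scaled count ratio, so its distance from -0.47 decides nothing either. A loss in these genes, over a median of 8.01 TPM left in replicate 2, stays open. Of 4 further genes kept aside with under 1 TPM, 3 were lower, Adrb3 at -1.53 (95% interval -3.39 to -0.46), Lgals12 at -0.59 and Acvr1c at -0.36, and Mogat1 had 0.47, the intervals of the last 3 including 0. Beyond the tissue sampled, no biological explanation was tested, since the design has 1 group.

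Angptl4, Pdk4 (an inhibitor of pyruvate dehydrogenase, chosen after its value was seen) and Ucp3 were higher in replicate 2, with a median log2 ratio of 1.24. The fit on GC content and length left that median at 1.25, which argues against those properties. A wider change of fatty acid responsive genes was tested on 12 genes kept aside, whose median was 0.17, above random lists of -0.14 to 0.05, with 10 of 12 higher and, in the second table, 8, though 0 by 1.5-fold. Such a wider change may therefore contribute, and without Cpt1a, which is also in a fixed pair, the median was 0.14. It was far smaller than the shift of the 3 genes, and what set off such a change was not tested, since feeding and time of sampling were not part of the design.

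Few reads were assigned to mt-Co2 in the first table, and its level was 3045 and 3353 TPM in the second. Of its 100-base stretches, 99.5% occurred identically in Gm28661, a pseudogene on chromosome 1 from 24614885 to 24615565 on the minus strand, which held 32943 and 40244 TPM. Both together held 33419 and 40753 TPM, and the 5 mitochondrial mRNAs without such a copy had means of 1864 TPM or more. Reads shared with that copy may thus account for the low value. Sharing alone does not set the division, since mt-Nd3, chosen after its value was seen, shared 97.6% of its stretches with Gm28438, which held 0 counts, and no biological explanation was tested.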
